A study of Homo sapiens with 6 samples.

How the data were processed

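The series holds 6 RNA-seq libraries of human cells, 3 labelled iSRE and 3 labelled SRE, which the labels do not spell out. Per the labels' protocols, the cells came from 3 donors, the SRE cells were collected at day 13 of an expansion culture and the iSRE cells after day 30, and live cells were sorted by surface proteins used to stage red cell precursors, CD36 among them. The genotype label is BMI1 for the iSRE libraries and Control for the SRE libraries, and the design text of the series says that Bmi1 was overexpressed. Per the labels' protocols, poly-A RNA was selected and libraries that keep the strand were made with a KAPA kit. The aligner, the counting method, the genome build and the annotation are not stated.

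A table of raw counts and a table of TPM (transcript abundance scaled to a common library total) were used. The deposited counts are whole numbers per gene symbol for 19983 genes, with 1 column per library. Of these genes, 2994 had 0 counts in all 6 libraries. The deposited TPM values cover 58522 genes, all gene types included, and were scaled within each library by the authors. All 19983 genes of the count table are in the TPM table, and 38539 genes are in the TPM table alone. Gene symbols of the count table were matched to GENCODE release 29 on GRCh38, 19128 by the same symbol and 3 by another symbol, and 852 were not matched. That release served for positions, gene types and GC content, and it may differ from the authors' annotation. GC content of a gene is the median over its transcripts and was known for 97.4% of the tested genes. The length trend used the ratio of counts to TPM as a measure of gene length.

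Total counts per library ran from 34371622 to 54090171. At the lowest of these totals, 1 CPM (the count of a gene scaled to a common library total) stands for 34.4 counts. Libraries of a group were compared with each other by a chi-square statistic over genes, which lay between 46.1 and 110.7 per degree of freedom, so no pair was treated as 1 library deposited again.

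The comparison of the 3 iSRE with the 3 SRE libraries was fitted with edgeR 4.0.16 in R 4.3.3: the default expression filter (12641 genes tested), TMM scaling, estimated dispersions and robust quasi-likelihood F-tests with group as the only term. Adjusted p-values are Benjamini-Hochberg values over the tested genes, and a gene is called changed at an adjusted p under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of F. A gene whose libraries all lie at or under 3 counts in a group has only a lower bound for its fold change, computed against 3 counts. The bound uses the mean of the other group and leaves out the spread between its libraries. Gene lists, 12 in all, were written from general knowledge before the data were examined. They were tested with camera in limma 3.58.1 (preset correlation 0.01) where at least 5 genes were tested, which left 10 lists, and with fry and an estimated correlation as alternatives. Shares of counts were compared with exact permutation tests, two-sided, for which 3 against 3 libraries allow no p below 0.1.

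Genes named in the text were chosen by a rule written before the data were examined. They are BMI1, members of the lists, the 6 largest rises and 6 largest falls among changed genes, and the 3 smallest p-values per direction. The size rule asked for a mean of at least 100 counts in the higher group, groups that do not overlap, and the same direction in every pair of equal replicate number. Genes that report on a donor were left out by the same rule, and some members of the lists are not reported here. COMMD3-BMI1, COMMD3, the neighbours of the locus, the mitochondrial genes, FOS, FOSB and other immediate-early genes, RN7SL1, RN7SL2 and RN7SK were chosen after their values were seen.

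BMI1, the numbers of changed genes, the list medians, COMMD3-BMI1, COMMD3 and the genes chosen by size or p-value were recomputed with RLE or total-count scaling, with library sizes that leave out globin, ribosomal protein and mitochondrial genes, without the expression filter, with a mean of at least 50 counts, with DESeq2 1.42.0, with the older edgeR quasi-likelihood method, with the replicate number as a block, with the trend of counts with gene length removed, with limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, with log2(TPM + 1) without that filter, and leaving out each library in turn. Removal of the trend of log2 counts with GC content (a loess curve of span 0.3 per library), the same with the replicate block, thinning of all libraries to 34371622 counts, and summing BMI1 with COMMD3-BMI1 were chosen after seeing the data. Shares of counts were not recomputed, and other named genes of the count table were recomputed only with the GC trend removed and with the replicate block. Noncoding genes were tested from the TPM table with limma on log2(TPM + 1) at a mean TPM of at least 1.

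The fits were tested on simulated data, with counts drawn for the 12641 genes from the real means and library sizes and 200 genes changed. The edgeR fit found 78.5% of the changed genes and 97.9% of those changed 4-fold or more, with 3.33% of its calls false. DESeq2 found 84.0%, with 18.7% of its calls false. A simulated GC trend between the groups raised the false share of the edgeR calls to 44.0%, and removing the trend brought it to 2.99%. The simulated trend was a straight line in GC content. All these false shares depend on the number of genes changed, 200 here, so they do not give the false share in the real data. The counts on which edgeR and DESeq2 were scored also held a list of 30 further genes raised by 0.8 on the log2 scale. Camera called that list and 0 of 19 lists that had not been raised. Genes were drawn independently of each other, so false calls from correlated genes were not tested. Smaller rises of a list were not tested either. Permutation steps and the drawing of 10000 random gene lists used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.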

Results

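RNA was sequenced from sorted human erythroid cells of 2 kinds, labelled iSRE (genotype BMI1, 3 libraries) and SRE (Control, 3 libraries). The iSRE-labelled cells were collected after day 30 of the expansion culture and the SRE-labelled cells at day 13, so time in culture changes together with the group and neither can be separated from the other in any comparison below. The iSRE-labelled libraries had total counts of 34371622, 48376672 and 44237197 for replicates 1, 2 and 3. The SRE-labelled libraries had 36349993, 50484241 and 54090171. Between 11966 and 12844 genes per library had at least 10 counts.

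The first question was whether the libraries labelled as overexpressing BMI1 had more of its transcript. BMI1 lies on chromosome 10 from 22321211 to 22331484, on the plus strand of GRCh38. Counts under its own name went against the labels. The iSRE-labelled libraries had 2360, 1703 and 1471 counts and the SRE-labelled libraries 6843, 9393 and 9650, or 45.8 ± 21.1 and 184.9 ± 4.37 CPM (SD, n = 3). The log2 fold change was -2.02 (SE 0.30, adjusted p 0.00713 by edgeR's quasi-likelihood test). In the TPM table the fall was smaller: 131.5 ± 11.5 against 199.9 ± 21.1 TPM (SD, n = 3), a log2 fold change of -0.60 on the log2(TPM + 1) scale (adjusted p 0.0103 by limma). Because of this direction the libraries are named by their labels throughout.

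The annotation places a second gene on the same strand, COMMD3-BMI1, a readthrough gene from 22316388 to 22329542. Its exons hold all 981 coding bases of BMI1, stop codon included. They end with that stop codon, so the last 1942 bases of the BMI1 exons belong to BMI1 alone. Counts under COMMD3-BMI1 were 10548, 23586 and 18900 in the iSRE-labelled libraries and 1149, 823 and 1211 in the SRE-labelled libraries. The log2 fold change was 4.11 (SE 0.30, adjusted p 0.00180). Overlapping genes can exchange reads in counting, so both values are uncertain for either gene alone. Summed over both names, the counts were 12908, 25289 and 20371 against 7992, 10216 and 10861. The sum was 450.4 ± 63.7 CPM in the iSRE-labelled and 208.5 ± 11.7 CPM in the SRE-labelled libraries (SD, n = 3). It was higher in each of the 3 iSRE-labelled libraries than in any SRE-labelled one, with a log2 fold change of 1.11 (SE 0.11, adjusted p 0.00325). Of the sum, COMMD3-BMI1 held 81.7%, 93.3% and 92.8% in the iSRE-labelled libraries and 14.4%, 8.06% and 11.2% in the SRE-labelled libraries.

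COMMD3, which starts the readthrough gene and lies from 22315974 to 22320308, had 446, 22 and 2 counts in the iSRE-labelled libraries and 2413, 3033 and 3135 in the SRE-labelled libraries. Its log2 fold change was -3.92 (SE 1.08, adjusted p 0.0399). This call is fragile: the adjusted p was 0.0675 with DESeq2, 0.103 with the older edgeR method and 0.0579 with the GC trend removed. Without iSRE replicate 1 the log2 fold change was -7.91 (adjusted p 0.00142), and without any other single library the adjusted p lay between 0.0730 and 0.103.

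**Figure D1:**
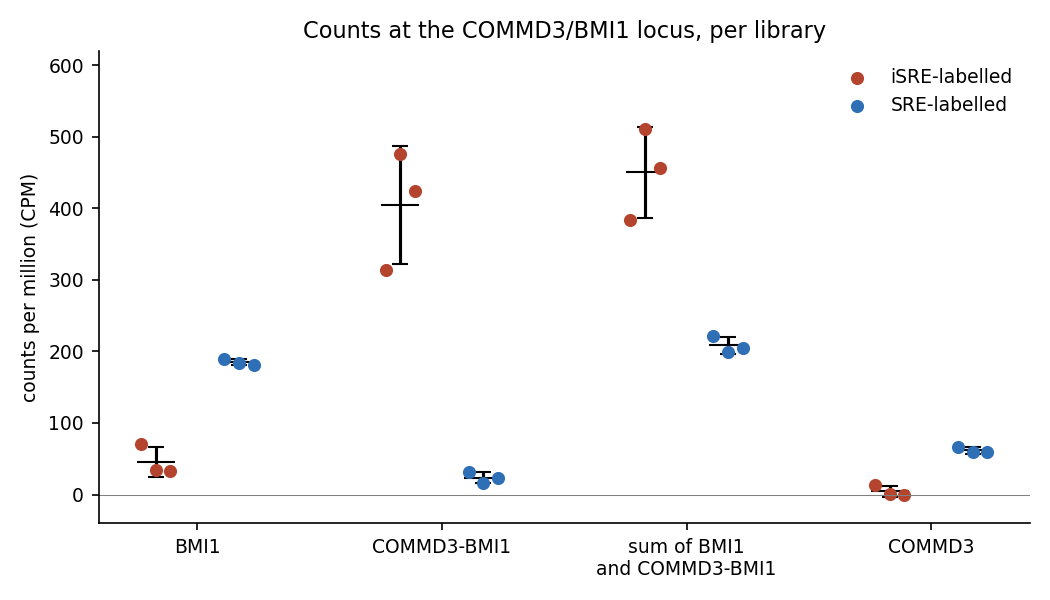
CPM (vertical axis) under the names of the COMMD3/BMI1 locus, with a point per library, a bar at the mean and whiskers of 1 SD (n = 3). BMI1 is lower and COMMD3-BMI1 higher in the iSRE-labelled libraries, and their sum is higher, at 450.4 against 208.5 CPM.

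The second question was how the transcriptomes of the 2 groups differ. On the first principal component of log2 CPM, which held 63.1% of the variance, the 3 iSRE-labelled libraries lay apart from the 3 SRE-labelled ones, and the second component held 15.9%. Of 12641 tested genes, 3760 were changed at an adjusted p under 0.05, 2063 higher and 1697 lower in the iSRE-labelled libraries. Changes of at least 2-fold were found for 1312 of them, 664 higher and 648 lower. The groups did not overlap in CPM for 6125 genes, 48.5% of those tested, where chance gives 10%. Among the alternatives that used all 6 libraries, removing the trend of counts with GC content moved the number of changed genes most, to 2333. Of these 1035 changed at least 2-fold, 444 higher and 591 lower, so the even balance of the larger changes did not hold. The fits that each left out 1 library gave between 1900 changed genes, without SRE replicate 1, and 3276, without iSRE replicate 1.

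The change followed the GC content of the transcripts. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change with GC content was 0.464. Among genes with a mean of at least 100 counts, the median log2 fold change rose from -0.20 in the tenth with the lowest GC content to 0.42 in the tenth with the highest. The trend had the same sign in the 3 libraries of a group. Per 10 points of GC content, log2 CPM moved by 0.11, 0.21 and 0.20 in the iSRE-labelled libraries and by -0.16, -0.18 and -0.19 in the SRE-labelled libraries. Each direction of the trend holds libraries of 1 group only, so it has no within-batch value. With the trend removed, 1982 of the 3760 changed genes kept their direction and their call. Of the changes of at least 2-fold 80.6% did so, and of the smaller ones 37.8%.

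**Figure D2:**
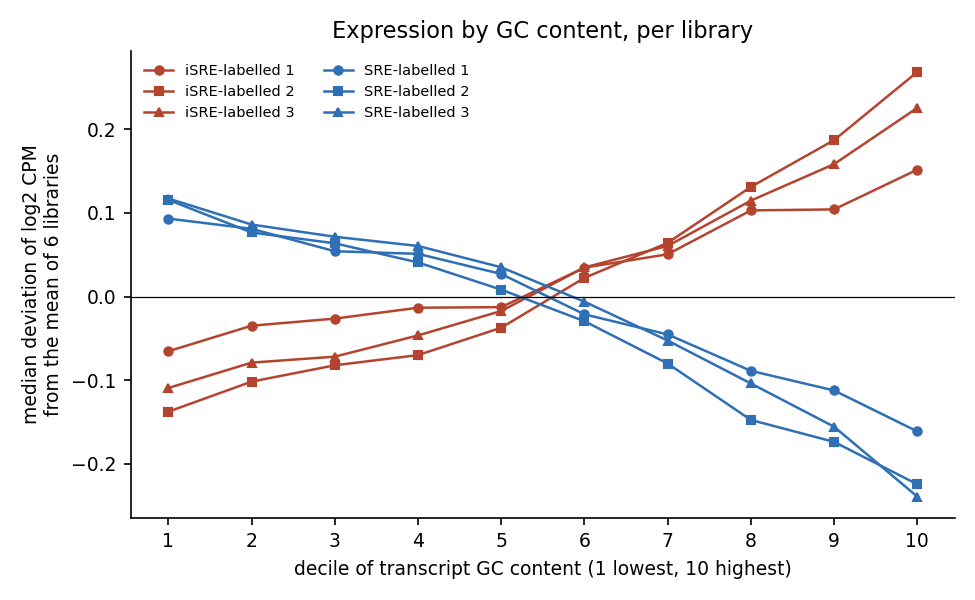
Median deviation of log2 CPM from the mean of the 6 libraries (vertical axis) in each decile of transcript GC content (horizontal axis), with a line per library. The iSRE-labelled lines rise and the SRE-labelled lines fall with GC content, and the median log2 fold change between them goes from -0.20 to 0.42.

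The largest rises by the rule, ranked by fitted log2 fold change, were in KRT74, FEZ1, EEF1A2, CDC42EP1, USP2 and NPY1R. KRT74 (chromosome 12, 52565782 to 52573825) had 27.04 ± 14.7 CPM in the iSRE-labelled and 0.0446 ± 0.0395 CPM in the SRE-labelled libraries (SD, n = 3), a log2 fold change of 9.02 (SE 0.70, adjusted p 0.000514). FEZ1 rose to 27.6 CPM, EEF1A2 to 34.7 CPM and NPY1R to 11.1 CPM, with log2 fold changes of 8.71, 7.99 and 7.13. CDC42EP1 and USP2 had 3 counts or fewer in every SRE-labelled library. By the mean of the iSRE-labelled libraries against 3 counts, they were at least 168-fold and at least 46.9-fold higher. These bounds leave out the spread between libraries. The iSRE-labelled libraries ran from 6.39 to 16.5 CPM for CDC42EP1 and from 2.26 to 4.14 CPM for USP2.

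The largest falls by the rule, ranked by fitted log2 fold change, were in CPVL, PERP, PTPRB, EDARADD, KLHL5 and PROM1. The rank of a gene known only by a bound is uncertain, for rises and falls alike. CPVL (chromosome 7, 28995231 to 29195451) had 0 counts in all 3 iSRE-labelled libraries and 7.54 ± 4.33 CPM in the SRE-labelled libraries, at least 104-fold lower against 3 counts. PERP, EDARADD and PROM1 had 3 counts or fewer in each iSRE-labelled library and were at least 29.9-fold, 37.1-fold and 39.6-fold lower. Their SRE-labelled libraries were uneven. PERP was at 1.36, 4.20 and 0.941 CPM, EDARADD at 3.05, 4.57 and 0.433 CPM and PROM1 at 1.19, 1.78 and 5.63 CPM. The bounds lean on the highest library of each and were not recomputed without it. PTPRB fell from 8.41 to 0.0531 CPM and KLHL5 from 5.09 to 0.0344 CPM, with log2 fold changes of -7.41 and -6.94 and the same adjusted p of 0.000278. Both had at most 4 counts in an iSRE-labelled library, so these sizes are uncertain. PTPRB ran from -8.47 without iSRE replicate 1 to -6.82 without iSRE replicate 3. KLHL5 ran from -8.36 without iSRE replicate 2 to -6.53 without iSRE replicate 1. Calls of CPVL, PERP, EDARADD and PROM1 were lost when certain single libraries were left out, such as SRE replicate 1 for CPVL (adjusted p 0.0543).

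The smallest p-values among rises were those of JAKMIP1, ABR and HR. JAKMIP1 (chromosome 4, 6026203 to 6200591) went from 0.215 ± 0.0424 to 19.1 ± 1.91 CPM, a log2 fold change of 6.42 (SE 0.20, adjusted p 0.000278). ABR rose from 4.65 to 34.7 CPM, and HR was at least 40.3-fold higher. Among falls, the smallest p-values were those of PTPRB, KLHL5 and DPYD, the last of which fell from 4.05 to 0.0617 CPM.

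**Figure D3:**
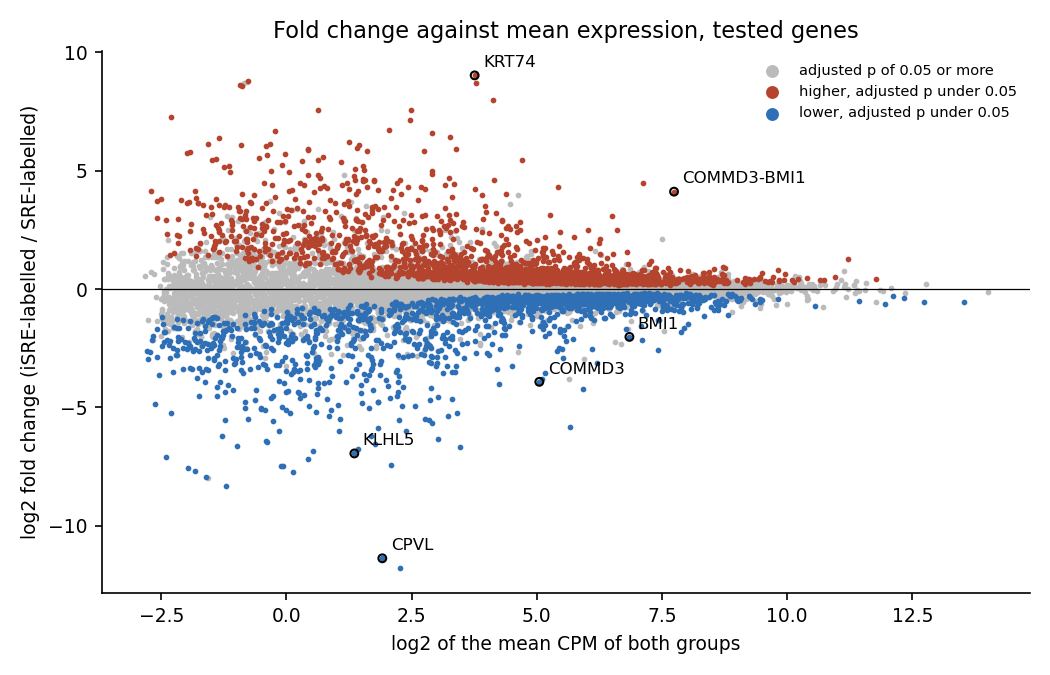
Log2 fold change between the iSRE-labelled and SRE-labelled libraries (vertical axis) against the log2 mean CPM (horizontal axis), with a point per gene. Fitted values of genes near 0 counts in 1 group depend on the prior count. COMMD3-BMI1 lies at 4.11 and BMI1 at -2.02.

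Gene lists asked whether functions linked to red cell precursors or to polycomb, the group of chromatin proteins that BMI1 belongs to, moved as sets. Of the 10 lists tested with camera, 1 passed an adjusted p of 0.05. The 79 cytosolic ribosomal protein genes had a median log2 fold change of 0.20 (adjusted p 9.89e-05), and 70 of them were higher in the iSRE-labelled libraries. Of these genes 27 were changed over all genes tested, all higher, and 27 adjusted over the list alone. The call held neither with an estimated correlation (adjusted p 0.936) nor with fry (adjusted p 0.303). Without SRE replicate 2 the median was 0.127. With the GC trend removed it was 0.16 and 4 of the genes were changed. Over all alternatives the list's adjusted p ran from 5.93e-15 to 0.936.

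The share of counts in these genes was 6.80% ± 0.447 in the iSRE-labelled and 5.87% ± 0.462 in the SRE-labelled libraries (SD, n = 3, exact permutation p 0.1, the smallest this design allows). Mitochondrial genes held 3.93% ± 0.193 and 5.44% ± 0.395 (exact permutation p 0.1). Globin genes held 1.31% ± 0.109 and 1.02% ± 0.292 (exact permutation p 0.2).

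The remaining tested lists did not pass. Early progenitor genes had the lowest median, -0.58 over 13 tested genes (camera adjusted p 0.277), with PROM1 and MEIS1 lower and RUNX1 higher. Fry called this list at an adjusted p of 0.0495. Its size and rank depended on the fit. It stayed lowest with RLE scaling, at -0.59. On log2(TPM + 1) it was -0.25 and at a mean of at least 50 counts -0.27. In those fits mast cell markers lay lower, at -0.62 and -0.53, as they did with the GC trend removed (-0.82 against -0.55). The polycomb list had a median of 0.08 over 23 genes (adjusted p 0.475), with PCGF2, CBX6 and KDM2B among those higher and BMI1, PCGF5 and EED lower. Cholesterol genes had a median of 0.17 over 25 genes (adjusted p 0.132), with LSS, TM7SF2 and EBP among those higher. Proliferation genes had a median of 0.12 over 22 genes (adjusted p 0.408), with AURKA, PLK1 and CDC20 higher. Erythroid maturation genes had a median of 0.11 over 28 genes (adjusted p 0.475), with GATA1 among those higher and TAL1 lower, and the median changed sign with the GC trend removed. Without SRE replicate 2 the medians were -0.34 for early progenitors, 0.134 for polycomb, 0.0775 for cholesterol, 0.0313 for proliferation and 0.000268 for erythroid maturation.

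Globin genes had a median of 0.55 over 10 genes (adjusted p 0.531). HBA1, HBA2 and HBZ were higher and HBE1 and HBM lower, and near-identical copies such as HBA1 and HBA2 can share reads. HBE1 fell from 14.5 ± 4.95 to 1.66 ± 0.320 CPM (SD, n = 3), with a log2 fold change of -3.14 (SE 0.35, adjusted p 0.00400). CDK inhibitor genes had a median of -0.07 over 7 genes (adjusted p 0.896), with CDKN1A and CDKN1C higher and CDKN1B lower. CDKN1A rose from 7.60 to 15.2 CPM. CDKN2A was at 5.77 ± 3.35 and 9.23 ± 1.61 CPM, a difference that did not pass (adjusted p 0.226). HOX genes had a median of -0.03 over 10 tested genes (adjusted p 0.896), with HOXB7 higher, and the median was 0.06 without SRE replicate 2. This median was -0.04 with RLE scaling, but -0.30 without the expression filter, -0.23 with thinned libraries and -0.24 with the GC trend removed. Mast cell and basophil markers had a median of -0.39 over 9 genes (adjusted p 0.896), with MS4A3 higher. Without iSRE replicate 3 the mast cell median was -0.0943 and that of the CDK inhibitors -0.253, and without iSRE replicate 1 the globin median was 0.251. Adjusted over the list alone, the changed genes numbered 7 in the polycomb list, 4 of the CDK inhibitors, 0 of the HOX genes, 5 of the cholesterol genes, 7 of the globins, 1 of the maturation genes, 3 of the early progenitor genes, 3 of the proliferation genes and 1 of the mast cell markers. With the GC trend removed, PCGF5, EED, CDKN1B, CDKN1C, HOXB7, TM7SF2, EBP, HBA2, HBZ, GATA1 and PLK1 were no longer called. The megakaryocyte list and the monocyte and macrophage list had 3 tested genes each and no set test. Their medians were 1.41 and -1.19. Over all genes tested 0 genes of either were changed, and adjusted over the list alone 0 and 2.

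**Figure D4:**
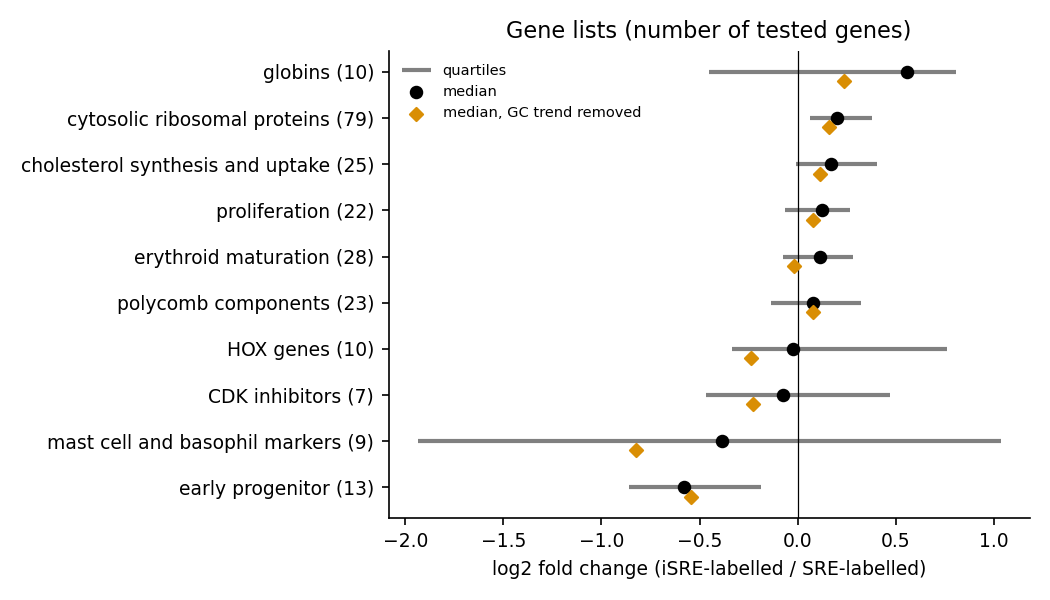
Median log2 fold change of each tested gene list (black point, horizontal axis) with the quartiles of its genes (grey line) and the median with the GC trend removed (diamond). The 79 ribosomal protein genes have a median of 0.20 with both quartiles above 0.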

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

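The tests of GC content were chosen after the result was seen, and the other tests in this part were written down first. Genes of the TPM table that the count table leaves out are used in none of the comparisons above. Among 2621 such genes with a mean TPM of at least 1, 215 differed between the groups (limma, adjusted p under 0.05), 31 higher and 184 lower in the iSRE-labelled libraries. Of the tested genes 67.8% were lower, with a median log2 change of -0.35. With a pseudocount of 0.1 the number was 199, and without the TPM minimum it was 29 of 17723. Only 1 of the 10 splits of the 6 libraries gave as many, the real one. The largest number in another split was 2, but 10 splits cannot give a share under 0.1. The depth behind TPM values is unknown, so the precision of low ones cannot be given.

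The falls included 18 of 22 mitochondrial tRNA genes (median -1.96) and 32 of 292 processed pseudogenes. Pseudogenes share reads with their parent genes, so these calls are uncertain. Reads from the opposite strand are argued against as the source of most falls: antisense genes made up 10.7% of the 112 falls with a known gene type and 12.8% of the tested genes with one. This says nothing about the mitochondrial tRNA genes, for which carry-over stays open. More genomic DNA or other background in the SRE-labelled libraries stays open. The highest share of olfactory receptor genes in an iSRE-labelled library was 2.03 times the lowest in an SRE-labelled library, a ratio set by iSRE replicate 3. The test as written down took shares that overlap between the groups as evidence against this explanation. That reading was dropped after the values were seen, because overlap of 3 and 3 libraries this close excludes little. GC content stays open too. Noncoding genes with over 55% GC had a median change of -0.0641, but GC content was known for only 54.3% of the noncoding genes, too few for the check to count. The length estimates behind TPM and the time in culture also stay open, untested.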

How the results depend on the processing

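Unless named here, BMI1, the list medians and the 18 other genes named by the rule or at the locus kept their direction and their side of the threshold, and the counts of genes lay within 1.5 times the reported ones, under every alternative that was run. Other changed members of the lists were followed in the GC and block fits only. No alternative that used the same genes moved the median of all genes by over 0.1. For the changes given here the cause was not tested, except where fewer genes or samples entered by construction.

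BMI1 reversed to 1.11 once summed with COMMD3-BMI1. In the fits on log2(TPM + 1), 1341 genes were higher, and 581 changed at least 2-fold (294 higher, 287 lower). With a pseudocount of 0.1 these were 1330 and 705 (365 and 340). Without the TPM minimum 2341 genes were changed, 1189 of them higher, and 521 at least 2-fold (270 and 251). A pseudocount lowers the fold change of low genes by construction. A mean of at least 50 counts left 417 genes lower at least 2-fold, from fewer genes tested.

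Removing the GC trend, chosen after seeing the data, gave 2333 changed genes, 1136 higher, and turned the erythroid maturation median to -0.0207. The medians were 0.238 for globins, -0.227 for CDK inhibitors, -0.241 for HOX genes and -0.825 for mast cell markers. They were 0.111 for cholesterol, 0.0784 for proliferation, 0.0794 for polycomb and -0.545 for early progenitors. HOXB2 and HOXB3, both lower, were among the 351 new calls of this fit. Of 58 changed list members 36 lost their call in it. Between the same replicate numbers in the 2 groups, deviations from the group means correlated at -0.04, 0.46 and 0.07. Equal numbers are thus not shown to mark the same donor. Between other numbers the correlation was 0.32 for iSRE replicate 1 with SRE replicate 3, and 0.08 for iSRE replicate 3 with SRE replicate 1. Donors paired under other numbers stay open and were not fitted, so the replicate block may join libraries of different donors. With the replicate block the number of changed genes was 3743, of which 3203 were among the 3760, and the list tests kept their side of the threshold. Among the 58 changed list members CDKN1B, EBP, HBM and MEIS1 were not called, nor were IER2, JUND and KLF4 among the immediate-early genes. The replicate block with the GC trend removed gave 2420 changed genes, 1192 higher, a cholesterol median of 0.113 that passed (adjusted p 0.0446, from 0.0446 to 0.936 over its alternatives with all libraries) and an erythroid maturation median of -0.0153.

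The ribosomal protein median of 0.198 was not called with an estimated correlation or fry, and the early progenitor median of -0.579 was called with fry alone.

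Leaving out each library in turn, with fewer samples by construction, gave from 1900 to 3276 changed genes, from 1036 to 1853 higher and from 837 to 1423 lower. At least 2-fold, it gave from 422 to 772 higher and from 424 to 596 lower. The lowest numbers came without SRE replicate 1 or iSRE replicate 2. Each of the 10 list medians moved by over 1.5 times in at least 1 of these fits. Without SRE replicate 2 the lowest values were 0.127 for ribosomal proteins, 0.0775 for cholesterol, 0.000268 for erythroid maturation and 0.0313 for proliferation, and the highest were 0.134 for polycomb, 0.0596 for HOX and -0.342 for early progenitors. Without SRE replicate 3 the first 3 were highest, at 0.263, 0.260 and 0.244, and early progenitors lowest, at -0.851. Proliferation rose to 0.182 without iSRE replicate 3, and polycomb fell to 0.0418 without SRE replicate 1. Globins ran from 0.251 without iSRE replicate 1 to 0.683 without iSRE replicate 2. Mast cell markers ran from -0.955 without iSRE replicate 2 to -0.0943 without iSRE replicate 3, CDK inhibitors from -0.253 without iSRE replicate 3 to -0.0248 without iSRE replicate 2, and HOX down to -0.185 without iSRE replicate 2. Cholesterol passed without iSRE replicate 2 (0.235) and without SRE replicate 3. Of 384 values of these 18 genes under alternatives, 361 kept their call, 23 were weaker and 0 reversed, the weaker ones all of COMMD3, PERP, EDARADD, PROM1 and CPVL. Depth limits the genes at 0 to 3 counts in every library of a group, rises such as CDC42EP1, USP2 and HR as well as falls such as CPVL, PERP, EDARADD and PROM1, for which only a bound is known.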

Other observations

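In this part, the tests on BMI1, on COMMD3, on the share of the 10 highest genes, on carry-over at single antisense genes, on the level of all mitochondrial RNA, on small RNAs and the separate reading of the genes that lost their call were chosen after the result was seen. The number of changed genes was reached by 1 of the 10 splits of the 6 libraries, the real one, and the largest number in another split was 4. With 10 splits the share cannot go under 0.1, so a grouping that arose by chance and the labels cannot be told apart by this count. Gene length and depth are argued against as the cause of the 3760 changes. With the length trend removed 96.2% of them kept direction and call, and with all libraries thinned to the smallest total 91.5%. A few genes that take most of the counts are argued against too. The 10 highest genes of a library held 6.43% of the counts in the iSRE-labelled and 7.50% in the SRE-labelled libraries. That difference moves all other genes by 0.0167 on the log2 scale, where the smallest change of a changed gene was 0.175. Library sizes that leave out globin, ribosomal protein and mitochondrial genes kept 99.3% of the calls, but they moved the median by only -0.0026, so this decides nothing.

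GC content needs a finer reading. Removal of the GC trend was chosen after seeing the data, but the loss that would make GC content a cause, over 20% of the calls, was set before GC content was computed. In the fit 47.3% were lost. For these genes a GC trend may be the cause. It cannot be the whole cause of the changes, since 52.7% kept direction and call. The trend also ran inside families of genes that act together. Per 10 points of GC content the log2 fold change rose by 0.35 over 10202 genes and by 0.26 within mitochondrial ribosomal proteins, complex I subunits and proteasome subunits (152 genes, permutation p 0.0001, the smallest 10000 permutations can give). This is consistent with a bias in library making that acts on any transcript by its GC content. Each group lies on 1 side of the trend, so a difference between library batches and the group cannot be separated. The ribosomal protein genes follow the trend as well, with a slope of 0.19 inside the list (permutation p 0.0001) and 4 in place of 27 changed genes once it is removed. Their median then stayed at 0.159, so the trend is not the whole cause of that median.

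Part of the fall of BMI1 under its own name may come from reads that the counting assigned to COMMD3-BMI1. The summed counts rose by 1.11 on the log2 scale, which does not show where the reads of BMI1 went. Such reassignment is argued against as the whole cause of the fall in counts, if reads lie evenly over exons. Only 1000 of the 4283 exon bases of BMI1 lie inside COMMD3-BMI1, while BMI1 fell from 184.9 to 45.8 CPM. Swapped labels are argued against, because the lowest sum of an iSRE-labelled library was 1.73 times the highest of an SRE-labelled one. A candidate explanation for the rise of COMMD3-BMI1 is a BMI1 construct that holds the coding sequence without the BMI1 3′ UTR. Reads of such a construct match COMMD3-BMI1 from end to end. The sequence of the construct was not used here, so this was not tested.

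COMMD3 and BMI1 both fell under their own names. For COMMD3, reassignment of reads to COMMD3-BMI1 is argued against: 58.4% of the exon bases of its main coding transcript lie outside COMMD3-BMI1, while COMMD3 kept 7.43% of its level. Of 6 tested neighbours within 1 Mb that share no exon with it, 3 fell too: DNAJC1 (log2 fold change -1.38, adjusted p 0.010 by edgeR), MSRB2 (-2.13, adjusted p 0.00634) and SKIDA1 (-2.47, adjusted p 0.0162), the last 2 at under 10 CPM. Loss or silencing of the whole region within 1 Mb is argued against. Among the 3 neighbours above 10 CPM the smallest change was 0.0474 in size, that of MLLT10 (-0.05) on 1 side, and PIP4K2A on the other side was at -0.14. Silencing of part of the region stays open. A lower activity of the cells' own COMMD3 and BMI1 promoters may explain both falls and stays open, as does time in culture. COMMD3 also had 446 counts in iSRE replicate 1 but 22 and 2 in the others.

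MT-ND6, the gene on the other strand of the mitochondrial genome, fell from 365.1 ± 12.3 to 105.1 ± 14.8 CPM (SD, n = 3), a log2 fold change of -1.80 (SE 0.11, adjusted p 0.000998 by edgeR). The other 12 mitochondrial genes had log2 fold changes between -0.07 and -0.73. A lower level of all mitochondrial RNA leaves the gap unexplained, since MT-ND6 lay -1.07 from the lowest of them. Antisense genes lay -0.0392 from lincRNA genes (permutation p 0.541), which decides little about carry-over of reads from the opposite strand. Carry-over at 1 rate for all transcripts is argued against by its size. The fall of MT-ND6 needs at least 2.48% of the TPM of the highest mitochondrial gene, and of 37 antisense genes opposite coding exons only 10.8% reached the TPM that this rate gives in the SRE-labelled libraries. Their median was 0.0809 of it. Carry-over particular to mitochondrial RNA stays open. Less carry-over of RNA without a poly-A tail stays open. The histone genes below go with it, the small RNAs decide little, and RN7SL1 and RN7SL2 went the other way. The 41 tested replication-dependent histone genes, whose RNA lacks the tail, had a median change of -0.92, at percentile 0.01 of 10000 random lists matched on counts, and 12 were changed, all lower. At a mean TPM of at least 10, small nuclear and nucleolar RNAs had a median change of -0.541 and lincRNA genes of -0.424. The difference of -0.117 had a permutation p of 0.421, which decides little. RN7SL1 and RN7SL2 rose. RN7SL2, an RNA of the signal recognition particle, went from 26.5 ± 9.85 to 367.2 ± 96.0 TPM (SD, n = 3) and RN7SL1 from 19.8 to 162.8 TPM, while RN7SK fell from 21.8 to 9.36 TPM.

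FOS rose from 12.1 ± 0.633 to 268.1 ± 80.9 CPM (SD, n = 3) and FOSB from 1.40 to 34.1 CPM, with log2 fold changes of 4.47 and 4.60 and adjusted p-values of 0.00106 and 0.00214 by edgeR. Handling of the cells before lysis could raise both. The 24 other immediate-early genes had a median of 0.18, with 3 changed and higher (JUN, DUSP1 and IER2, the last not called with the GC trend removed) and 3 changed and lower (JUND, KLF4 and BTG2). Members that go both ways decide nothing, so handling and a difference between the cells cannot be told apart.

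Mast cell and basophil markers differed between libraries of 1 group. CPA3 was at 27.4, 95.7 and 5.55 CPM in the SRE-labelled and 0.832, 15.3 and 3.25 CPM in the iSRE-labelled libraries, and TPSAB1 at 1633, 1693 and 408.5 against 316.9, 1043 and 1015 CPM. The 9 tested markers deviated from their group means together, with a mean pairwise correlation of 0.464, at percentile 99.9 of 10000 random lists. All 9 passed the expression filter in these sorted cells, so a varying share of mast cells or basophils, or of precursors that also make these transcripts, may lie behind it. No biological explanation of the spread within a group was tested.

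The count and TPM tables agree on most changes, with a Pearson correlation of 0.967 across 10076 genes, which are not independent replicates. They differ by more than 1 on the log2 scale for 60 genes, 2 of them with opposite signs. Exons shared with another gene of the same strand are argued against as the source in general, since 11.7% of the 60 overlap such a gene and 17.3% of the rest do (Fisher's exact p 0.305). BMI1 (-2.02 against -0.60) and COMMD3 are among the 60, and for most others the pseudocount of the TPM scale stays open.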
